A study of Homo sapiens with 6 samples. Its data were reported in "Functional screening implicates miR-371-3p and peroxiredoxin 6 in reversible tolerance to cancer drugs" (2016).

How the data were processed

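RNA from 6 cultures of PC9 cells, a line of non-small cell lung cancer that carries an activating EGFR mutation and here also a stably integrated GFP vector, was measured on Affymetrix Human Genome U133 Plus 2.0 arrays, one array per culture. The labels put 3 arrays in the parental group (vehicle) and 3 in the group of drug-tolerant persisters (DTPs), the cells left after 9 days in 2 µM erlotinib, an inhibitor of the EGFR kinase. Such arrays read poly(A)-primed cRNA with probes that lie mostly near the 3′ end of transcripts.

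The values deposited by the authors are log2 probe set summaries. Per the labels and the study's methods they were made by robust multi-array averaging (RMA) with the affy package, with quantile normalization of the probe intensities between arrays. The package versions are not given in the sources used here. RMA subtracts background and gives no detection call, so a probe set with little or no target still has a value, and folds of genes that were dim in one group understate the change. Quantile normalization gives all arrays nearly the same distribution, so a change of total mRNA per cell is not visible on this scale. The array medians lay between 7.27 and 7.32. The number of arrays, 3 per group, limits the precision of every value. The study's methods describe replicates in general as biological and from 2 or 3 separate experiments, the labels do not say how this applies to these cultures, and the p-values measure only the spread between these samples.

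The file held 54675 probe sets, of which 62 were manufacturer's controls and 54613 were tested. A table pairing probe sets with gene symbols gave exactly 1 symbol for 41091 of them, several for 1801 and none for 11721. Probe sets with several symbols or none were tested but not named. For each of the 19775 genes the probe set with the highest mean over all 6 arrays was taken among those without the suffix _x_at, which marks probes that can bind other transcripts, and among the _x_at probe sets for the 419 genes that had no other. A total of 10523 genes had more than 1 probe set.

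DTPs were compared with parental cells with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariate), once over genes and once over all tested probe sets, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a fold over 1.5, the thresholds of the study's methods. Errors given as SE are those of limma's log2 fold change. The tests were checked on simulated data with 200 changed genes among 19775 in each of 5 simulations. Of the genes changed 1.5-fold, 82.7% passed the adjusted p and 45.1% were called, since their estimates scatter around the fold minimum. Of those changed 2-fold 98.8% were called, and of those changed 4-fold 100% were called. Of all genes past the adjusted p in these simulations, 4.38% were unchanged ones. In the data 8797 genes passed the adjusted p, far more than the 200 changed in each simulation, so these percentages need not hold for the data.

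A total of 37 gene lists were fixed before the data were examined, and 952 of their 1046 entries were measured. Each list was set against all other genes with camera at a preset inter-gene correlation of 0.01, and called at an adjusted p under 0.05 over the 37 lists. Camera with an estimated correlation and fry were alternatives. The genes named were fixed by rule, also before the data were examined. They were the 12 called genes with the largest rise and the 12 with the largest fall among genes whose higher group mean reached the median of all probe sets (7.29) and whose groups did not overlap, 10 genes that the study discusses, and for each list up to 4 called members with the largest change, or up to 2 with the smallest p where none was called. Any gene named outside this rule is marked as such.

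As a sign of RNA quality, the log2 difference between the 3′ and 5′ control probe sets of GAPDH and of β-actin was compared between groups with a two-sided exact permutation test, for which 3 against 3 arrays allow no p below 0.10. The alternatives tried were the replicate number as a block, leaving out each array, centring on cytosolic ribosomal protein genes or on hybridization spike-ins, cyclic loess, leaving out dim probe sets (mean over all 6 arrays below the median of all probe sets), other rules for the probe set of a gene, an intensity trend with robust variances, array weights, other thresholds, and the methods' t-test on the same values, which the study names for its other comparisons and not for its arrays. No coordinates are given because the files name no genome build.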

Results

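The study examined microRNAs in the reversible drug tolerance of PC9 and other cancer cells, and these arrays addressed how the mRNA of the surviving DTPs differed from that of parental cells. Expression was measured in 3 parental and 3 DTP cultures. By the protocol in the labels, DTPs were taken on day 10, after 9 days in 2 µM erlotinib that began at 80% confluency, and parental cells in vehicle were taken on day 3 at 100% confluency. The series' design text and the study's methods instead have vehicle and drug both given for 9 days, and which of the 2 holds is not settled here. If the protocol holds, time in culture and cell density differed between the groups along with the drug, and each difference given here is one for all of them together. Under either description DTPs are the cells left after the drug, which the study describes as a subpopulation. Survival of a subset and a change within cells cannot be told apart here, and words such as rose and fell compare group means only. Pearson's r across all probe sets lay between 0.9968 and 0.9979 for the 6 pairs of arrays within a group and between 0.9702 and 0.9755 for the 9 pairs across groups. Probe sets are not independent replicates, and these coefficients only describe the arrays.

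The genes with the largest rise in DTPs were OLR1, a receptor for oxidized low-density lipoprotein, which rose 123-fold (log2 fold change 6.94 ± 0.10 SE, n = 3 per group), and IGFBP5, a secreted protein that binds insulin-like growth factors, which rose 112-fold (6.81 ± 0.09). They were followed by the α-tubulin TUBA1A (51.4-fold), the interferon-inducible GTPase GBP1 (46.8-fold), GASK1B (46.5-fold), the myosin light chain MYL9 (41.1-fold), fibronectin FN1 (29.4-fold), the placental alkaline phosphatase ALPP (28.4-fold), the Ras activator RASGRP1 (25.4-fold), the small heat shock protein HSPB8 (23.2-fold), the platelet chemokine PPBP (22.7-fold) and EDIL3 (22.2-fold). The largest falls were in INHBE, an inhibin β subunit (30.7-fold lower, log2 fold change -4.94 ± 0.14 SE), and in the immediate early transcription factor EGR1 (26.2-fold lower, -4.71 ± 0.16). IL1RL1, a receptor of the interleukin-1 receptor family, had a log2 fold change of -4.65. The cholesterol exporter ABCG1 was 24.9-fold lower, the ERK phosphatase DUSP6 22.0-fold, SH3RF3 13.3-fold, the EGFR ligand epiregulin (EREG) 13.2-fold, FGF19 10.8-fold, the ERK phosphatase DUSP5 9.44-fold, IL1A 9.34-fold, CTH, an enzyme of cysteine synthesis, 9.04-fold and COL13A1 8.97-fold. limma gave each of these 24 genes an adjusted p between 8.3e-14 and 2.2e-10. MYL9 and IL1A were each measured by 2 probe sets, and for both genes the other probe set had the opposite sign without being called. The folds are those of the probe set taken for each gene. With the mean over all its probe sets each of the 24 genes was still called in the same direction, but 12 of them changed over 1.5 times less in fold, with log2 fold changes of 3.02 for IGFBP5 (all 6 of its probe sets were called higher), 3.94 for GBP1, 4.61 for GASK1B, 2.63 for MYL9, 2.46 for HSPB8, 2.50 for EDIL3, -2.74 for EGR1, -2.27 for IL1RL1, -2.76 for ABCG1, -2.05 for EREG, -1.47 for IL1A and -1.53 for COL13A1. Of the 89 called genes with more than 1 probe set that the naming rule took, these 12 included, 32 changed over 1.5 times less in fold with the mean and 1 changed over 1.5 times more. Where that holds for a gene named below, the log2 fold change with the mean follows the fold in parentheses. Beside the called probe sets, 1 uncalled probe set each of IGF1R, ALDH1B1, GAS1, COL1A1, SMYD2 and PDGFB, 2 of 4 of ATP5F1C and 4 of 7 of NCAM1 had the opposite sign.

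**Figure D1:**
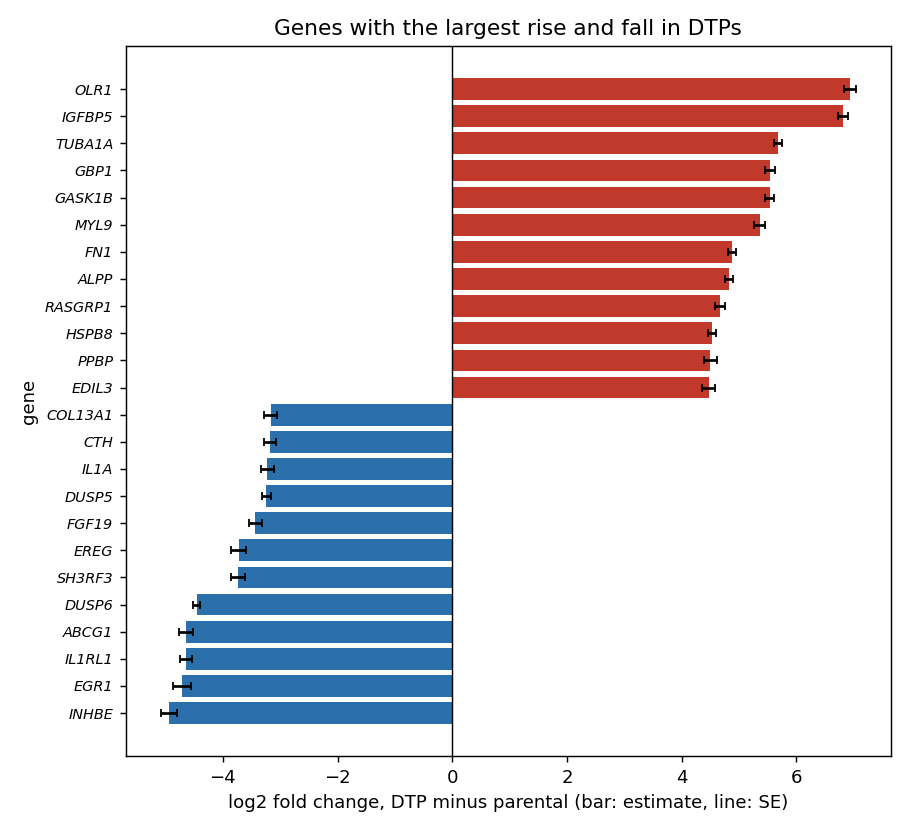
The 12 genes with the largest rise (red) and the 12 with the largest fall (blue) in DTPs, by gene on the vertical axis, with the log2 fold change of DTPs over parental cells on the horizontal axis. Bars are limma's estimates from 3 arrays per group and lines are 1 SE, and the bars run from -4.94 for INHBE to 6.94 for OLR1.

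Of 19775 genes, 1597 were called higher and 1212 lower in DTPs, 14.2% of all genes. A total of 679 were more than 2-fold higher and 431 more than 2-fold lower. Over probe sets, 4129 of 54613 were called higher and 2690 lower. The fold minimum set these counts more than the test did, since 8797 genes had an adjusted p under 0.05. Of these 8797 genes, 4043 were higher and 4754 lower, so most of them were lower, unlike the called genes. The share of called genes that were higher was 56.9%. It became 70.5% when arrays were centred on cytosolic ribosomal protein genes and 74.2% when they were centred on hybridization spike-ins. Both centrings ran on values already quantile normalized and cannot undo that step. The spike-ins differed by -0.15 between groups (SD 0.10 in parental and 0.11 in DTP arrays, exact permutation p = 0.20). Centring on them adds that uncertain difference to every gene, so calls or signs that change under it are uncertain too.

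The study followed 3 targets of the microRNA miR-371-3p in DTPs, PRDX6, STX12 and PLCB4. PRDX6, a peroxiredoxin that also has phospholipase A2 activity, had a log2 value of 13.33 ± 0.01 in parental cells and 13.52 ± 0.05 in DTPs (SD, n = 3 each), a 1.14-fold difference with an adjusted p of 0.029 by limma that stayed below the fold minimum. The adjusted p of PRDX6 was 0.034 to 0.090 when single arrays were left out, and 5.6e-04 to 0.090 over all alternatives. Its other probe set differed 1.28-fold (adjusted p = 0.0019 over probe sets). STX12, a syntaxin of endosomal membranes, was 1.33-fold higher (log2 9.34 ± 0.06 in parental cells and 9.75 ± 0.08 in DTPs, SD, n = 3 each, limma adjusted p = 3.6e-04), also below the fold minimum, and its other probe set differed 1.29-fold. PLCB4, a phospholipase C, did not pass the test (log2 fold change -0.04 ± 0.08 SE, adjusted p = 0.74). Its sign turned positive when arrays were centred on ribosomal protein genes (0.07) or on spike-ins (0.11). The other probe set of PLCB4 had a log2 fold change of -0.15 and did not pass either (limma adjusted p = 0.16 over probe sets). PRKCA, which encodes PKCα, was 1.09-fold higher without passing the test (0.13 ± 0.07 SE, adjusted p = 0.19), although it had an adjusted p of 0.022 below the fold minimum when arrays were centred on ribosomal protein genes, in a range up to 0.40 over all alternatives.

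Among 20 measured candidate targets of miR-371-3p, 4 were called higher, 1 lower and 15 neither. The GABA receptor subunit GABBR2 rose 12.6-fold (2.99 with the mean), heme oxygenase HMOX1 2.28-fold and the receptor FGFR1 1.90-fold, while the sugar phosphate transporter SLC37A2 fell, to a level 2.63-fold lower. The list as a whole was not called (camera adjusted p = 0.065, and adjusted p = 0.58 with an estimated correlation), though it was called higher with an intensity trend and robust variances (0.048), in a range up to 0.11 over the other alternatives with the preset correlation. The study found no part of the 3′ untranslated regions of IGF1R and KDM5A that miR-371 could target. Its reporter of the KDM3B region was not affected by miR-371 either. The values of these genes therefore do not bear on the targets of miR-371-3p. IGF1R rose 1.69-fold (0.75 ± 0.07 SE, adjusted p = 2.3e-06). The call of IGF1R rested on the probe set taken, since 1 of its 5 probe sets was called and their mean gave a log2 fold change of 0.42, below the fold minimum. For FGFR1 3 of 7 probe sets were called higher and the other 4 had a positive sign, while the mean over all 7 (0.48) lay below the fold minimum. The histone demethylases KDM5A (1.22-fold, adjusted p = 0.0088) and KDM3B (1.17-fold, adjusted p = 0.028) and the receptor EGFR (1.26-fold lower, adjusted p = 0.0027) passed the adjusted p but not the fold minimum. KDM3B no longer passed the adjusted p without DTP replicate 3 (0.078), parental replicate 2 (0.10) or parental replicate 3 (0.060), or with the brightest of all probe sets (0.070), and EGFR no longer did under spike-in centring (0.26). Over all alternatives the adjusted p ran from 0.0034 to 0.10 for KDM3B, from 1.6e-05 to 0.26 for EGFR and from 8.9e-04 to 0.037 for KDM5A.

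**Figure D2:**
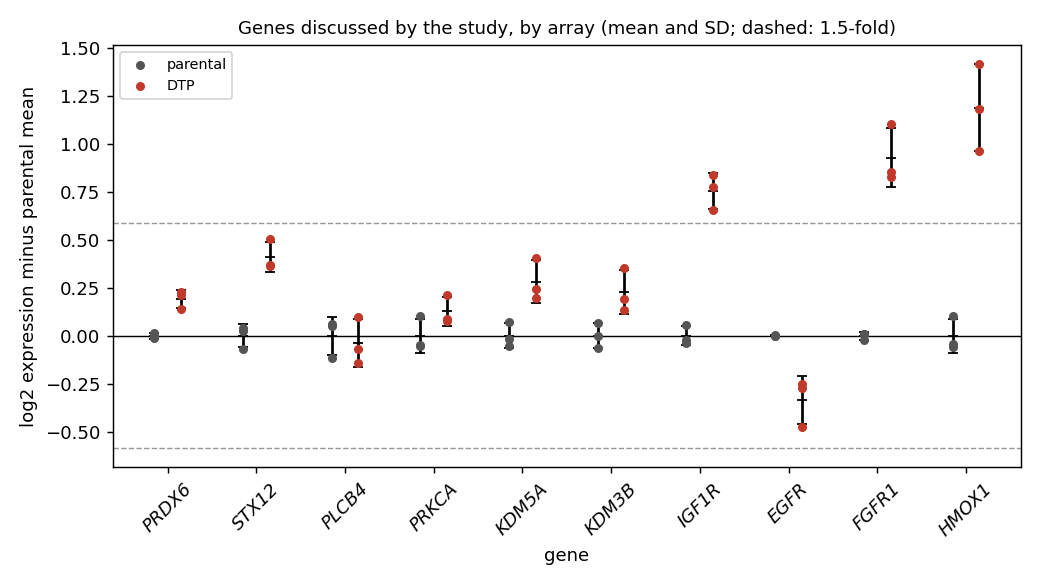
Log2 expression of 10 genes that the study discusses, by gene, relative to the parental mean of each gene (vertical axis). Points are single arrays of parental cells (grey) and DTPs (red), black marks are the mean and SD of 3 arrays, and dashed lines mark a 1.5-fold difference, which the DTP means of IGF1R, FGFR1 and HMOX1 exceeded and those of PRDX6 (0.19) and STX12 (0.41) did not.

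Of the 37 gene lists, 10 were called higher and 5 lower in DTPs with camera at its preset correlation. No list was called with an estimated correlation, where the lowest adjusted p was 0.17 and 5 lists had an unadjusted p under 0.05, and the value of each called list is given with it. The counts of called members adjusted over the list alone were the same as those over all genes in each of the 37 lists. Leaving out 1 array moved small counts. The EGFR and ERK targets called higher went from 2 to 1 without DTP replicate 2 or parental replicate 1, the IGF binding proteins called lower from 2 to 1 without DTP replicate 1 or parental replicate 3, the mesenchymal genes called lower from 1 to 2 without DTP replicate 2, the blood cell markers called higher from 1 to 2 and the phospholipase and PKC genes called lower from 2 to 1 without parental replicate 2, and the fatty acid genes called higher from 2 to 0 without DTP replicate 3 and to 1 without parental replicate 2. Some other such moves are given with their lists, but not all of them.

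Targets of EGFR and ERK signalling fell. Of 39 measured, 23 were called lower, 2 higher and 14 neither, led by EGR1, DUSP6, EREG and DUSP5 (camera adjusted p = 8.0e-10, and adjusted p = 0.20 with an estimated correlation). Genes of the amino acid and unfolded protein stress response fell as well, with 19 of 27 lower, 1 higher and 7 neither (adjusted p = 9.4e-11, and adjusted p = 0.36 with an estimated correlation). In this list the stress-inducible SESN2 was 7.90-fold lower, the pseudokinase TRIB3 7.15-fold, asparagine synthetase ASNS 6.63-fold (-1.51 with the mean) and the glutathione-degrading enzyme CHAC1 4.64-fold.

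Genes of mitosis and G2/M fell, with 23 of 43 lower, none higher and 20 neither (camera adjusted p = 7.4e-10, and adjusted p = 0.58 with an estimated correlation). The kinetochore gene NDC80 was 2.43-fold lower, the centrosome kinase NEK2 2.04-fold and the phosphatase CDC25C 2.00-fold. DTP replicate 3 had a mitosis member mean of -0.39 relative to the parental arrays (-0.68 and -0.64 on the other DTP arrays). Genes of DNA replication and G1/S were not called as a list (adjusted p = 0.67). Of 41 measured, 2 were called higher, CCNE2 (3.56-fold), which encodes a cyclin E, and GINS1 (1.72-fold), a subunit of the replicative helicase, 3 were called lower and 36 neither. Under spike-in centring no member of the replication list was called lower and 6 were called higher, and under ribosomal gene centring 2 were lower and 5 higher. Without parental replicate 1 there were 4 called higher, and without DTP replicate 2 there were 3. Cell cycle inhibitors and quiescence genes were not called as a list (7 higher, 4 lower, 16 neither, adjusted p = 0.25). Under ribosomal gene centring and under spike-in centring 7 of them were higher and 2 lower. In that list GAS1 rose 7.42-fold (1.14 with the mean) and the transcription factor KLF4 was 7.61-fold lower.

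Ribosome biogenesis genes were called lower as a list, although 18 of 25 members were called neither. The other 7 were lower (camera adjusted p = 5.8e-05, and adjusted p = 0.58 with an estimated correlation). Among them were LYAR (1.87-fold lower), WDR43 (1.72-fold lower) and the nucleolar methyltransferase fibrillarin FBL (1.71-fold lower). Under ribosomal gene centring and under spike-in centring 3 of the 25 were lower, and the list was still called. DTP replicate 3 had a member mean of -0.28 relative to the parental arrays (-0.43 and -0.45 on the other DTP arrays). Without DTP replicate 3 there were 9 of the 25 lower, with a median log2 fold change of -0.44. Cytosolic ribosomal proteins were called lower as a list although none of the 32 members was called, with a median log2 fold change of -0.10 that turned to 0.01 when arrays were centred on this list and to 0.05 under spike-in centring (adjusted p = 0.049, and adjusted p = 0.58 with an estimated correlation). The call was also lost when any one of 5 of the 6 arrays was left out, with adjusted p from 0.055 to 0.12, under cyclic loess (0.31) and with the mean of probe sets (0.058), and over all alternatives the adjusted p ran from 7.6e-04 to 0.41. The members with the smallest p were RPL3 and RPL22, with log2 fold changes of -0.37 and -0.39.

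Mesenchymal genes rose, with 17 of 32 higher, 1 lower and 14 neither (camera adjusted p = 1.1e-08, and adjusted p = 0.17 with an estimated correlation). Besides FN1, the actin-binding TAGLN rose 13.4-fold (2.89 with the mean) and the matrix protein thrombospondin THBS1 9.92-fold (2.11), while the calcium-binding S100A4 fell, to a level 7.17-fold lower. Markers of fibroblasts, measured as a check for another cell type, included 3 of 12 genes called higher and none lower, with COL1A1 6.36-fold (1.51 with the mean) and MFAP5 1.98-fold higher, and the list was not called (adjusted p = 0.37). Both group means of MFAP5 (6.15 in parental cells and 7.13 in DTPs) lay below the median of all probe sets. Targets of the YAP and TEAD transcription factors were called higher as a list, although 15 of 27 members were called neither. Of the others 10 were higher and 2 lower (adjusted p = 8.8e-04, and adjusted p = 0.36 with an estimated correlation). IGFBP3 was 12.8-fold, CCN2 11.3-fold and TGFB2 5.54-fold higher. Epithelial genes were called both ways, 4 higher and 4 lower of 31 (adjusted p = 0.32), with the tight junction gene CLDN1 3.13-fold higher and the splicing regulator ESRP1 2.48-fold lower. Of the epithelial genes 6 were higher and 3 lower under ribosomal gene centring, and 7 were higher and 3 lower under spike-in centring.

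Genes of MHC class I and antigen processing rose, with 12 of 18 higher, none lower and 6 neither (camera adjusted p = 1.1e-08, and adjusted p = 0.20 with an estimated correlation). The immunoproteasome subunit PSMB9 rose 3.57-fold, HLA-B 2.58-fold, the peptide-loading factor TAPBP 2.31-fold and the peptidase ERAP2 2.09-fold. HLA-B was read by a probe set that can bind other class I genes. Genes of the type I interferon response rose, with 16 of 40 higher, none lower and 24 neither (adjusted p = 6.6e-09, and adjusted p = 0.27 with an estimated correlation). TRIM22 rose 4.08-fold, the RNA sensor IFIH1 2.90-fold (0.89 with the mean), the ubiquitin-like ISG15 2.90-fold and DDX60 2.59-fold. In 19 of the 40 genes both group means lay below the median of all probe sets, TRIM22, IFIH1 and DDX60 among them, and 17 of the 40 were left by the separate filter that drops probe sets whose mean over all 6 arrays is below that median, of which 7 were higher. MHC class II genes were not called (2 of 14 higher, none lower, adjusted p = 0.67), with CTSS 2.10-fold and HLA-DMA 1.74-fold higher. Markers of blood cells, which also express MHC class II, included 1 of 13 called, LCP1 (2.13-fold higher, list adjusted p = 0.49).

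Targets of NF-κB and cytokines were called higher as a list with members moving both ways (10 higher, 5 lower and 16 neither of 31, camera adjusted p = 0.041, and adjusted p = 0.58 with an estimated correlation). The cytokine IL32 rose 19.0-fold and the prostaglandin synthase PTGS2 11.0-fold, whereas IL1A and the calprotectin subunit S100A9 (8.36-fold lower) fell. DTP replicate 3 had the lowest member mean of the DTP arrays, 0.16 relative to the parental arrays (0.37 and 0.29 on the others). The call of this list ended under cyclic loess (adjusted p = 0.071), under ribosomal gene centring (0.19), without dim probe sets (0.16), under both other choices of the probe set (0.074 and 0.063) and without DTP replicate 1 (0.056) or DTP replicate 2 (0.055), and the adjusted p ran from 0.018 to 0.19 over all alternatives.

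Cholesterol synthesis genes rose (9 of 19 higher, none lower, 10 neither, camera adjusted p = 2.5e-06, and adjusted p = 0.58 with an estimated correlation), with HMGCS1, which makes the precursor of mevalonate, 3.48-fold, the sterol sensor INSIG1 2.42-fold, MSMO1 2.36-fold and ACAT2 1.93-fold higher. Genes of fatty acid synthesis and oxidation were not called as a list (2 higher, 5 lower, 17 neither of 24, adjusted p = 0.15), except under spike-in centring, where the list was called lower (0.031) although its median log2 fold change was 0.003 there, and in it SREBF1 was 3.82-fold (-1.30 with the mean), ACOX2 3.15-fold and the desaturase SCD 2.96-fold lower. Heat shock proteins were called higher as a list, although 11 of 17 members were called neither. Of the others 5 were higher and 1 lower (adjusted p = 0.0060, and adjusted p = 0.58 with an estimated correlation). HSPB8, HSPB1 (2.45-fold) and DNAJA1 (2.05-fold) were higher and the mitochondrial HSPA9 was 2.05-fold lower. Genes of autophagy and lysosomes rose as a list (7 higher, 3 lower and 25 neither of 35, adjusted p = 0.0085, and adjusted p = 0.58 with an estimated correlation), with the protease CTSH 3.69-fold and GABARAPL1 3.58-fold higher and the protease CTSL 3.58-fold lower. That list was no longer called under spike-in centring (adjusted p = 0.075) or without dim probe sets (0.054), in a range from 7.7e-04 to 0.075 over all alternatives.

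Canonical histone genes rose, with 7 of 13 higher, none lower and 6 neither (camera adjusted p = 1.8e-06, and adjusted p = 0.18 with an estimated correlation). H2BC9 and H1-2 each rose 5.13-fold, H2BC12 4.71-fold and H4C8 3.65-fold. These genes have near-identical copies, and H2BC9 was read by a probe set that can bind several of them. H4C8 was read by a probe set with the suffix _s_at, which the check on shared signal further below also leaves out. Histone methyltransferases and DNA methylation genes were called higher as a list although 20 of 23 members were called neither (2 higher, 1 lower, adjusted p = 0.018, and adjusted p = 0.58 with an estimated correlation), with the methyltransferase SMYD2 2.85-fold and DNMT3B 2.39-fold higher. That call ended without DTP replicate 3 (adjusted p = 0.064), without dim probe sets (0.10) and under spike-in centring (0.11), in a range from 0.0078 to 0.11 over all alternatives, and without parental replicate 1 there were 4 members higher. Histone demethylases and deacetylases were not called (2 higher, 1 lower, 27 neither, adjusted p = 0.30), with KDM1B 2.44-fold higher. In that list 4 were higher under ribosomal gene centring and 5 under spike-in centring, with none lower in either.

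**Figure D3:**
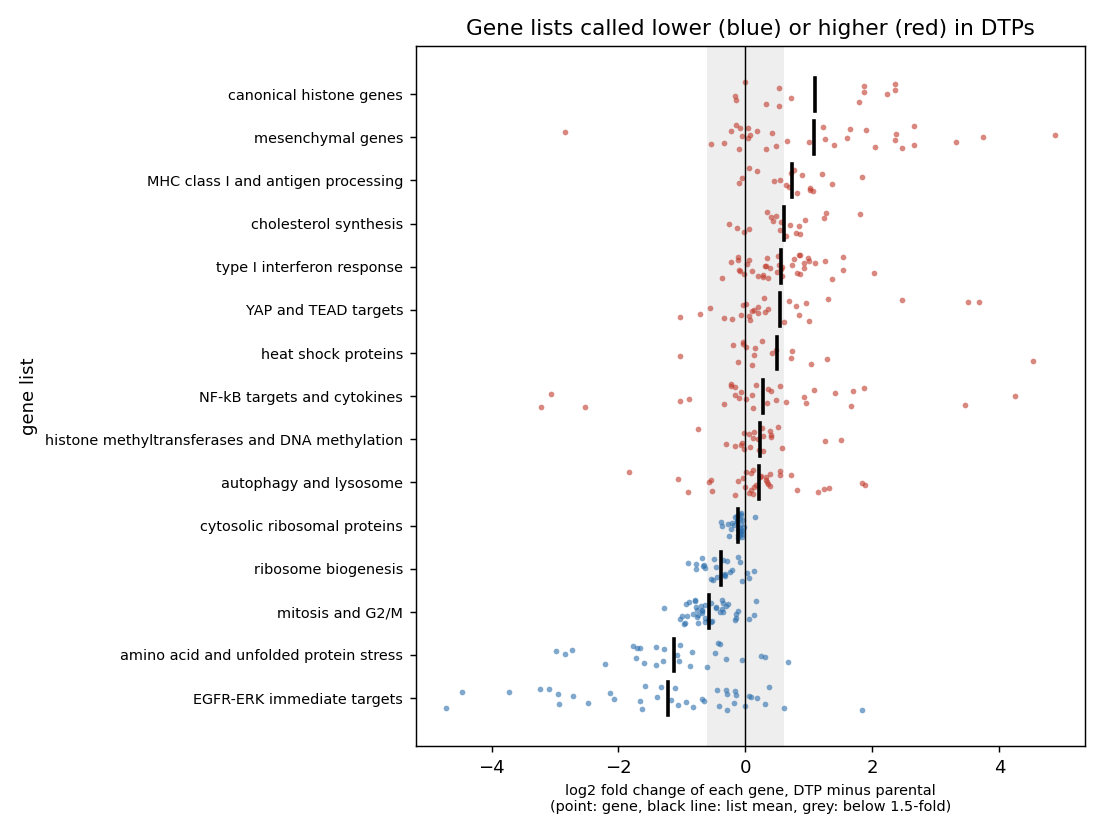
Log2 fold changes of DTPs over parental cells (horizontal axis) for the members of the 5 gene lists called lower (blue) and the 10 called higher (red) with camera. Points are genes, black lines are list means, and the grey band marks changes below 1.5-fold, within which all 32 cytosolic ribosomal protein genes lie.

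Peroxiredoxins and antioxidant enzymes were not called as a list (2 higher, 6 lower and 23 neither of 31, adjusted p = 0.84). Without parental replicate 2, and under ribosomal gene centring or spike-in centring, 5 of them were higher, and without DTP replicate 1 or DTP replicate 2 there were 4. The cystine transporter SLC7A11 was 2.98-fold lower, SRXN1 2.90-fold and the glutathione synthesis subunit GCLC 2.55-fold, while HMOX1 rose. Of 30 genes of phospholipases A2 and C and PKC, 6 were higher, 2 lower and 22 neither (adjusted p = 0.29), with PLA2G4A, the cytosolic phospholipase A2, 3.16-fold, PLA2G15 2.14-fold and PLAAT3 1.99-fold higher. With the mean of probe sets 4 genes of the phospholipase and PKC list were higher and 0 lower. Receptor tyrosine kinases and ligands included 7 higher and 4 lower of 39 (adjusted p = 0.96), or 5 and 1 with the mean of probe sets. The KIT ligand KITLG was 9.74-fold (1.96 with the mean) and PDGFB 3.79-fold (0.97) higher. Of 7 IGF binding proteins, IGFBP5 and IGFBP3 rose, and 2 were called lower, among them IGFBP2 (3.09-fold lower, list adjusted p = 0.99). Under spike-in centring alone this list was called higher (1.4e-06), with a median log2 fold change of -0.02 there.

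The remaining lists were not called. WNT pathway genes had 5 higher and 2 lower of 28 (camera adjusted p = 0.065), with the WNT antagonist DKK1 19.5-fold and the receptor FZD2 3.91-fold higher. The WNT list was called higher under spike-in centring (0.011) and without parental replicate 3 (0.044), in a range up to 0.53. Apart from this list and those of the miR-371-3p targets, fatty acids and IGF binding proteins, no uncalled list was called in any of its alternatives with the preset correlation, 15 for each list, or 14 for the fibroblast and the neuroendocrine and neuronal markers, which were not tested as lists without dim probe sets. Stem cell and progenitor markers had 5 higher and 8 lower of 27 (adjusted p = 0.48), with CD24 11.5-fold and SOX4 3.87-fold higher and NOTCH3 3.62-fold lower (-1.06 with the mean). Aldehyde dehydrogenases had 3 higher and 4 lower of 19 (adjusted p = 0.98), with ALDH3A1 6.99-fold lower and ALDH1B1 2.80-fold higher (0.69 with the mean). Genes of the BCL2 family and apoptosis had 6 higher and 4 lower of 27 (adjusted p = 0.58), or 3 and 4 with the mean of probe sets. The death receptor TNFRSF10B was 2.75-fold lower and the pro-apoptotic BMF 2.56-fold higher. Glycolysis and hypoxia genes had 5 higher and 4 lower of 29 (adjusted p = 0.78), with SLC2A3 4.17-fold higher. NDRG1 was 3.91-fold, HK2 3.74-fold (-0.97 with the mean) and VEGFA 3.53-fold lower. Alveolar and airway lineage genes had 3 higher and 4 lower of 31 (adjusted p = 0.99), with the ERK-responsive ETV5 8.56-fold lower (-2.40 with the mean). Oxidative phosphorylation genes had 1 higher and none lower of 28 (adjusted p = 0.45). That member was ATP5F1C (1.75-fold), whose call rested on the probe set taken, since its mean over all probe sets gave a log2 fold change of 0.20. In this list 3 genes were higher under ribosomal gene centring and under spike-in centring. None was higher without dim probe sets, with the mean of probe sets or with the brightest of all probe sets. Endothelial markers had 1 lower of 10 (adjusted p = 0.40), PECAM1 (1.61-fold lower, -1.29 with the mean), a call that ended under spike-in and ribosomal gene centring. Neuroendocrine and neuronal markers had 2 higher of 13 (adjusted p = 0.99), TUBB3 (1.64-fold) and NCAM1, whose call ended without DTP replicate 3, with array weights and with the mean of its probe sets. TUBB3 was read by a probe set that can bind other transcripts. Without parental replicate 1 there was 1 neuroendocrine or neuronal marker called lower. In 8 of these lists or of the lists above, the median and mean log2 fold change or the direction of the test differed in sign, and none of those 8 was called.

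The 3′ to 5′ differences of the control probe sets are a sign of RNA quality. For GAPDH the log2 difference was -0.15 ± 0.02 in parental cells and -0.18 ± 0.0023 in DTPs, and for β-actin it was 0.17 ± 0.03 and 0.06 ± 0.03 (SD, n = 3 each, two-sided exact permutation p = 0.10 for both, the smallest p that 3 against 3 arrays allow). Hybridization spike-ins, added to each sample in the same amount, had a mean log2 value of 11.16 ± 0.10 in parental arrays and 11.01 ± 0.11 in DTP arrays (exact permutation p = 0.20). The control probe sets of 28S rRNA had lower values on all 3 DTP arrays than on any parental array (10.61 ± 0.05 in parental cells and 10.38 ± 0.08 in DTPs, exact permutation p = 0.10), those of 18S rRNA had 7.79 ± 0.21 and 7.50 ± 0.33 (exact permutation p = 0.30), and the poly(A) spike-ins had 9.40 ± 0.09 and 9.29 ± 0.10 (exact permutation p = 0.30). Centring on the hybridization spike-ins moved the median log2 fold change of all genes from -0.05 to 0.10.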

Values the study reported

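The study screened 879 miRNA precursors and 885 miRNA inhibitors in PC9 cells. It reported that luciferase reporters of 21 genes had lower activity under erlotinib in the presence of miR-371-3p, which it took to implicate them as targets, and that 12 of the predicted targets were downregulated on microarrays when the precursor of miR-371 was overexpressed. Its methods for the arrays described cells kept in vehicle or in 2 μM erlotinib over 9 days and called genes at 0.05 and a 1.5-fold change.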

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

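One control probe set that belongs to no gene comparison, the manufacturer's Alu repeat probe set, had higher values on all 3 DTP arrays than on any parental array (13.25 ± 0.10 against 12.95 ± 0.14, log2, SD, n = 3 each), a difference of 0.30 (two-sided exact permutation p = 0.10, the smallest p the design allows).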

How the results depend on the processing

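Alternatives were fixed before the data were examined. The counts moved most with the threshold. Without a fold minimum 4043 genes were higher and 4754 lower (probe sets 10155 and 10956), with a fold over 2 the counts were 679 and 431 (probe sets 1685 and 886), and limma's treat against 1.5-fold gave 918 and 614 (probe sets 2115 and 1170). Spike-in centring left 795 genes and 1697 probe sets lower and called 74.2% of called genes higher, against 70.5% for ribosomal gene centring and 56.9% on the deposited scale. Other scalings, filters, probe set rules and variance models kept these counts within 1.5 times. The methods' t-test, named there for other comparisons than the arrays, with the fold minimum gave 1596 genes higher and 1210 lower at its threshold, and 1574 and 1200 after Benjamini-Hochberg. Without single arrays 1552 to 1657 genes were higher and 1134 to 1352 lower.

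With an estimated correlation camera called 0 lists higher and 0 lower (5 at an unadjusted p under 0.05), and fry, which does not set a list against other genes, called 20 and 10. The estimated correlation was 0.78 for mitosis genes but 0.014 for mesenchymal genes, near the preset 0.01. The unadjusted camera p of the mesenchymal list still went from 1.5e-09 to 0.0045. A larger correlation alone therefore does not account for the lost call of that list. What else contributed was not tested. PLCB4, not called in any setting, turned from -0.04 to 0.074 under ribosomal gene centring and to 0.11 under spike-in centring, and lay between -0.11 and 0.015 without single arrays, the latter without DTP replicate 1. ATP5F1C turned to -0.0032 with the brightest of all probe sets. PRDX6 (log2 0.17 to 0.34) and STX12 (0.37 to 0.56) stayed positive and below the fold minimum in all 17 alternatives run for them. Of the values of other named genes under the alternatives, 2148 kept their call, 29 lost it and 1 turned, and of those of the called lists and the miR-371-3p list 217 kept theirs, 22 lost it and 1 gained it (the miR-371-3p list with an intensity trend, 0.048). Of the other uncalled lists, spike-in centring called WNT pathway (0.011) and IGF binding proteins (1.4e-06) higher and fatty acid genes lower (0.031), and WNT pathway was also called without parental replicate 3 (0.044).

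Replicate numbers did not pair the arrays, since same-numbered parental and DTP arrays deviated with correlations of -0.12, 0.02 and -0.06, and not every array correlated best with its own number. With the replicate block 1597 genes were higher and 1212 lower, 10 lists were higher and 4 lower (cytosolic ribosomal proteins were lost at an adjusted p of 0.068), and the adjusted p of PRDX6 was 0.051. Of the 10 splits of the 6 arrays into 3 and 3 the real one called 2809 genes and 6819 probe sets, and the highest other split called 0 of both. For lists the real split called 15 and every other split called 7 to 12. With 10 splits no share under 0.05 can be reached. Every other split also has arrays of both groups on each side. Part of the group difference then stays between its sides and the rest widens the spread within them. The counts of the other splits are therefore not rates expected by chance. Dim probe sets limit what RMA values can show, since a fold against signal near background is compressed.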

Other observations

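The families, the genes named from them and the tests of this part were chosen after the data had been examined. When genes were grouped into 687 families of 5 to 100 members by the letters that open their symbols, with cytosolic aminoacyl-tRNA synthetases as one family, camera called 3. The synthetases, which charge tRNAs with amino acids, were put together as a family only after their values had been seen, so the test of them is no evidence and only counts are given. Of 14, 9 genes were called lower and none higher, among them WARS1 (2.39-fold) and CARS1 (2.28-fold). Glutathione S-transferases of the mu class were higher in 4 of 5 genes, led by GSTM4 (5.01-fold), though these genes are near-identical in sequence (adjusted p = 0.018, and adjusted p = 0.99 with an estimated correlation). Proteins of the small mitochondrial ribosomal subunit were lower as a family (adjusted p = 0.018, and adjusted p = 0.99 with an estimated correlation), with 2 of 27 called lower. Members of 3 families that were not called also stood out after their values were seen, namely GBP2 (5.29-fold) and GBP3 (6.17-fold) beside GBP1, the β-tubulin TUBB6 (6.50-fold higher) and the α-tubulin TUBA4A (5.44-fold higher).

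Mitosis genes were lower in DTPs with a median log2 fold change of -0.64, while DNA replication genes had a median of 0.02. DTP replicate 3 stood apart in both lists, with member means relative to the parental arrays of -0.39 for mitosis (-0.68 and -0.64 on the other DTP arrays) and 0.16 for replication (-0.05 and -0.0035), and without it the medians were -0.73 and -0.011. Fewer dividing cells, if they lowered both lists by the same amount, would leave no gap between the medians. The medians were 0.66 apart, more than the SD of 0.45 among the replication genes (0.48 apart with the mean of probe sets, against an SD of 0.42). Whether both lists respond by the same amount was not measured, and this gap prompted the comparison. Fewer dividing cells with an unequal fall of the lists therefore stay open. The authors' quantile normalization stays open, since cyclic loess, under which the gap was 0.70, ran on values already normalized and cannot undo that step. A change in how cells are spread over the cycle, through the drug or through the culture time or density that the protocol gives, also stays open and was not tested.

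Canonical histone genes were higher, with a median log2 fold change of 0.72 (1.86 over the 9 genes left without dim probe sets, a filter on the mean of both groups that 4 of the 9 pass only through their DTP values). Signal shared between near-identical copies does not account for all of it, since 3 of the 7 members on probe sets without the suffixes _x_at or _s_at were called higher, H1-2, H2BC12 and H4C5 (1.65-fold), the last named after its values were seen. A larger share of cells in S phase stays open. The replication median lay 0.70 below that of the histone genes, less than the SD of 1.00 among the histone genes, and no table here says how far replication genes would rise with it. More polyadenylated histone mRNA, which poly(A)-primed labelling would pick up, may contribute and was not tested.

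The amino acid and unfolded protein stress genes had a median log2 fold change of -1.07. RNA degradation in one group is argued against, since the larger group difference in the 3′ to 5′ values was 0.111 in size. Used-up medium on the parental plates, confluent by the protocol, may have raised these genes there. That cannot be told apart from an effect of the drug, because confluency and treatment changed together. The glycolysis and hypoxia list had a median of -0.013, which cannot decide this, since its members moved both ways (SD 0.94).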
